A study of Mus musculus with 4 samples.

How the data were processed

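Cells of the ascending aorta of male Mef2c-mTmG mice were profiled by droplet-based single-cell RNA sequencing, per the labels' protocols. In this strain a fluorescent reporter marks cells by lineage, and living single cells were sorted on it before capture. The labels name 4 samples, 1 for each combination of a lineage (SHF, the second heart field, or CNC, which the labels do not spell out) and a condition (baseline or infusion of angiotensin II, AngII, for 3 days). The files of 3 libraries were used: SHF baseline, SHF AngII and CNC AngII. The CNC baseline sample was not analysed here. With 1 library per group there are no replicates.

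Each deposited file holds raw UMI counts (unique molecular identifiers, whole numbers of captured transcripts) per gene and cell barcode, with no normalisation. The aligner, the genome build and the gene annotation are not stated in the labels or the files, so no coordinates are given. The lowest total per barcode was 500 UMIs in both SHF files and 501 in the CNC AngII file. The 3 tables were not made in the same way. Both AngII files list the same 32285 genes, including genes with no UMI, whereas the baseline file lists 18760 genes, each with at least 1 UMI, and uses older gene names. Names of the baseline file were matched to the AngII files directly or, for 515 genes, through a unique synonym in the reference gene table. After 13 names that occur more than once were left out, 18109 genes were common to all files. They held 99.9% of the UMIs of the baseline library and 99.6% of those of each AngII library. Any difference between AngII and baseline includes this difference in annotation and whatever else differed in the making of the libraries, whereas the 2 AngII files share their gene list.

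Cells with at least 500 detected genes and at most 10% mitochondrial UMIs were kept. Doublets were marked per library with Scrublet, as implemented in scanpy 1.11.5, among cells with at least 200 genes and at most 20% mitochondrial UMIs, with an expected rate of 8e-06 times the number of cells, and were left out. They were 209 cells (2.44%) of SHF baseline, 166 (1.75%) of SHF AngII and 291 (2.78%) of CNC AngII. All kept cells, 27874 in number, were clustered together without batch correction: log-normalised counts, 2000 variable genes less mitochondrial and ribosomal protein genes and less every gene of the fixed lists (1926 genes used), 30 principal components, 15 neighbours, and Leiden clustering at resolution 1 with seed 0. This gave 20 clusters. Markers of 12 cell types were fixed beforehand, whereas the scoring rule was set after seeing the data. A marker counted for a cluster if at least 25% of its cells had a UMI and its CPM was at least 2 times the median over clusters, with 5 CPM added to both. A cluster took the name of the type with the most markers if there were at least 3, and lost it if its 10 leading genes held more markers of another type. A cluster of cells with few UMIs also needed a marker of its own among them. Every cluster was named under this setting. Class names are written with "-like" (SMC-like for smooth muscle).

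Within a class, UMIs were summed over the cells of a library and divided by all UMIs of those cells, on the CPM scale. Ratios are log2((CPM + 1)/(CPM + 1)). The size of a difference is the median absolute log2 ratio over genes with a mean CPM of at least 50 in the libraries compared. It is set beside the value from 100 Poisson simulations in which both libraries have the same profile at the same depths. Intervals are exact Poisson intervals for sums, conditional binomial intervals for ratios and exact Clopper-Pearson intervals for shares, all at 95%. They cover counting error only, and not the differences between mice or between library preparations, for which there is no estimate. No test was made and no p-value is given.

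Before the data were examined, 9 gene lists were fixed: contractile, extracellular matrix and TGF-beta as primary lists, and inflammatory, unfolded protein response, proliferation, immediate early, renin-angiotensin and lineage transcription factors as secondary lists. The median log2 ratio of a list covers its genes with a mean CPM of at least 10. Its percentile was taken among 10000 random lists of the same size, in which each gene was drawn from the 100 genes nearest in mean CPM. A list is called apart at or below percentile 2.5 or at or above percentile 97.5, as a description of these libraries. Genes are named by a rule fixed beforehand: in SMC-like cells the 5 highest and 5 lowest ratios of each comparison, and in fibroblast-like cells the 3 highest and 3 lowest, among genes with a mean CPM of at least 50 and a UMI in at least 10% of the cells of the class in the higher library, without mitochondrial genes, ribosomal protein genes and cell-type markers. Genes of the fixed lists may also be named. Not every gene that these rules select is reported here. Tnnt2, one of the fixed cardiomyocyte markers, and Igfbp2 were chosen after their values were seen.

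The comparison steps were tested on simulated counts with 200 changed genes. The counts had Poisson noise only, and the changes were log2 ratios of 1 or 2 in either direction. The test thus checks the computation, and not the detection of smaller differences or the variation between libraries. For SHF AngII over SHF baseline in SMC-like cells, over 2494 genes, 100% of the changed genes were recovered, and 95.0% of the intervals held the true ratio. For CNC AngII over SHF AngII, over 2425 genes, the values were 100% and 95.3%. Alternatives fixed beforehand were a looser cell filter (200 genes, 20% mitochondrial), a stricter filter (1000 genes, 5%), doublets kept, clustering with the list genes, resolution 0.5, cells taken one by one from their markers (at least 2 of the own class and at most 1 of any other), TMM scaling with edgeR 4.0.16, totals without mitochondrial and ribosomal protein genes, the mean of per-cell shares, cells thinned to 2000 UMIs, a pseudocount of 10, no gene minimum beyond 1 UMI, a mean CPM of at least 100, and subtraction of 5% free RNA. Totals over common genes, and genes without same-strand exon overlap in GENCODE M21, were added after seeing the data. Python 3.11.15, scipy 1.17.1, igraph 0.11.9 and R 4.3.3 were used.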

Results

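The study asked how the transcriptional response to AngII, a peptide hormone that raises blood pressure, differs between cells of the ascending aorta that derive from the second heart field and cells of other origins. The libraries analysed were SHF baseline, with 9412 barcodes and 92474476 UMIs, SHF AngII, with 11166 barcodes and 147854476 UMIs, and CNC AngII, with 11098 barcodes and 150954701 UMIs. After filtering, 8370, 9324 and 10180 cells remained, with median depths of 10312.5, 13340 and 12607 UMIs per cell. More than 10% mitochondrial UMIs were found in 7.34% of the barcodes of SHF baseline, 14.5% of SHF AngII and 5.30% of CNC AngII. Each group had 1 library, so no difference below has a replicate check. The sex-linked genes fitted the label of male mice: in SMC-like cells Xist had 5 UMIs in SHF baseline, 8 in SHF AngII and 10 in CNC AngII, whereas Ddx3y stood at 102, 67.5 and 70.1 CPM. The files held 0 rows named for a fluorescent reporter or Cre, so the sort itself could not be checked from expression.

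SMC-like cells made up 31.5% of the kept cells of SHF baseline (95% exact binomial interval 30.5 to 32.5%, 2636 cells), 53.6% of SHF AngII (52.6 to 54.6%, 4995 cells) and 65.8% of CNC AngII (64.9 to 66.7%, 6700 cells). Fibroblast-like cells made up 67.5% (66.5 to 68.5%), 45.4% (44.4 to 46.4%) and 15.2% (14.5 to 15.9%). Macrophage- or monocyte-like cells were 0.119% of SHF baseline (0.0573 to 0.220%, 10 cells), 0.236% of SHF AngII (0.148 to 0.357%, 22 cells) and 18.4% of CNC AngII (17.6 to 19.1%, 1870 cells). Endothelial-like cells numbered 63, 36 and 45 and were not compared further. The SMC-like share moved most with the stricter cell filter in SHF baseline (4.81%) and SHF AngII (33.1%), and with cells taken one by one from their markers in CNC AngII (49.5%). Under the stricter filter 48.2% of the cells of SHF AngII were in clusters without a name. The order of the libraries by named cells was the same under both alternatives. Under the stricter filter the cells without a name leave the order of the AngII libraries open. These shares describe sorted libraries and not the makeup of the aortic wall.

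**Figure D1:**
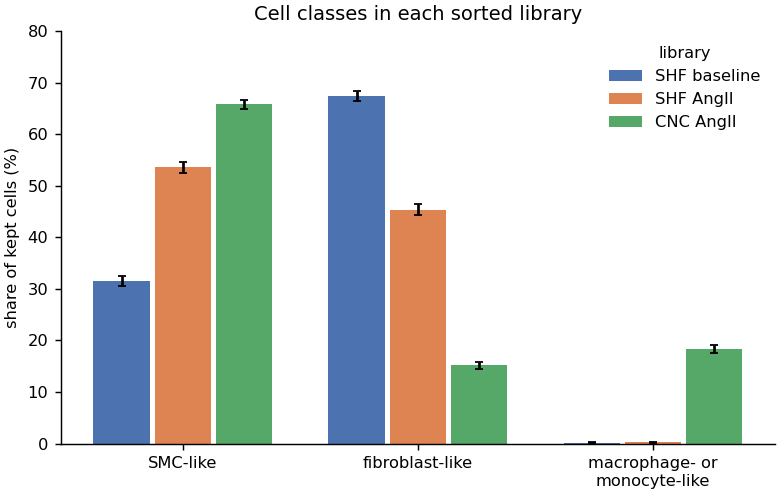
Share of kept cells (percent, vertical axis) in the SMC-like, fibroblast-like and macrophage- or monocyte-like classes for each of the 3 libraries; error bars are exact 95% binomial intervals and cover counting error only. The SMC-like share is 31.5% in SHF baseline, 53.6% in SHF AngII and 65.8% in CNC AngII, and macrophage- or monocyte-like cells reach 18.4% in CNC AngII alone.

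The response to AngII within the SHF lineage was read from SHF AngII against SHF baseline. In SMC-like cells, with 74872566 and 34793381 summed UMIs, the median absolute log2 ratio over 2494 genes was 0.31, where counting noise alone gives 0.02. The levels of these genes had a Pearson correlation of 0.888 across genes, which are not independent replicates. The alternative that moved the median most was the stricter cell filter, at 0.41. TMM scaling moved the median log2 ratio of all these genes from 0.01 to 0.21, a shift of 0.20, so the ratios between AngII and baseline below are relative to total UMIs.

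The genes with the largest ratios of SHF AngII over SHF baseline in SMC-like cells were Atp6v0c (log2 ratio 7.84, from 0.517 to 347 CPM), Rnasek (7.55), Mrpl53 (6.36), Spp1 (6.20, from 0.862 to 136 CPM) and Galnt2 (6.01). Those with the lowest were Srp54b (-7.07), Tonsl (-6.08), Ptp4a1 (-5.64), Sept2 (-4.50) and Nxf1 (-3.29). Srp54b had 3 UMIs in SHF AngII, and its log2 ratio without a pseudocount was -11.76 (95% counting interval -14.04 to -10.21). All of these genes but Spp1 had a ratio of similar size in fibroblast-like cells, such as 7.99 for Atp6v0c and -7.16 for Srp54b, whereas Spp1 stood at 1.41 there. In GENCODE M21, exons of Rnasek, Mrpl53, Spp1, Galnt2 and Tonsl overlap those of another gene on the same strand. The AngII files list Srp54a and Srp54c as well as Srp54b, while the baseline file lists Srp54b alone. The baseline and AngII files differ in gene annotation, so the ratios of these genes may not measure expression. For Spp1 the gap between the classes is not what annotation alone would give, since both classes of a library share the same annotation.

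**Figure D2:**
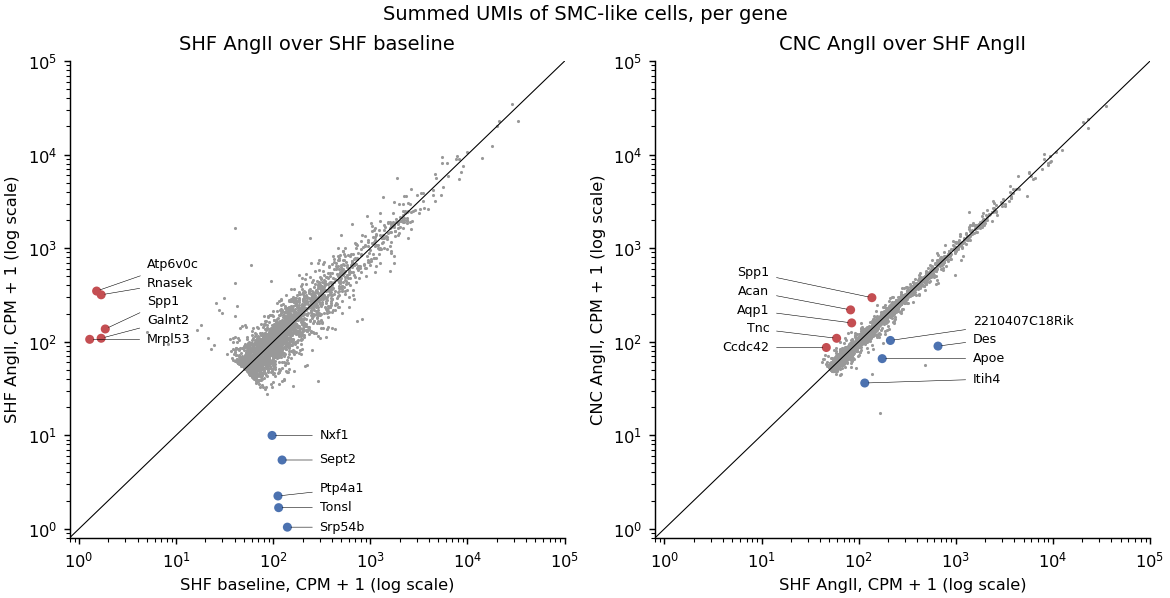
Each point is a gene with a mean CPM of at least 50 in SMC-like cells, plotted as CPM + 1 on log axes for SHF AngII against SHF baseline (left) and CNC AngII against SHF AngII (right); the line marks equality, and red and blue points are the genes with the highest and lowest ratios that the text names. The points lie closer to the line on the right, where the median absolute log2 ratio is 0.08, than on the left, where it is 0.31.

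Of the primary lists, the extracellular matrix list was apart from random lists in SHF AngII over SHF baseline, with a median log2 ratio of 0.52 (percentile 100 of 10000 random lists; 24 of 30 genes higher). Among its genes, Tnc had a log2 ratio of 2.69, Timp1 went from 24.6 to 261 CPM (3.35), Postn from 918 to 2184 CPM (1.25), Fn1 from 416 to 769 CPM (0.88) and Eln from 2625 to 4339 CPM (0.72), while Col3a1 (-0.47) and Ltbp4 (-1.64) were lower. Under the stricter cell filter, which left 200 SMC-like cells of SHF baseline, the list median was 0.13 and no longer apart. The contractile list had a median of 0.02 and a mean of -0.01 (percentile 51.6), and 8 of its 16 genes were higher. The median was -0.01 with totals that leave out mitochondrial and ribosomal protein genes, the lowest of 16 alternatives. The highest was 0.31, and the list was not apart in any of them. Within the list, Acta2 rose from 28970 to 35099 CPM (0.28), while Mylk (-0.55) and Synpo2 (-0.98) were lower. The TGF-beta list had a median of -0.08 (percentile 38.2), which was 0.12 under TMM scaling. Its gene Tgfbr3 was at -1.12. Tgfbr3 and Col3a1 also overlap another gene in M21.

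Among the secondary lists in the same comparison, the unfolded protein response list was higher (0.45, percentile 99.9; 12 of 16 genes) and the immediate early list was lower (-0.85, percentile 0; 1 of 18 genes higher). The medians of the other lists were not apart from random lists: 0.46 for proliferation, with 3 genes above the minimum, -0.41 for lineage transcription factors (percentile 2.89), -0.16 for inflammatory genes, whose mean was 0.24, and 0.01 for the renin-angiotensin list, with 4 genes. Of these calls, that of the lineage transcription factor list changed to apart and lower in 8 of 16 alternatives, and that of the proliferation list to apart and higher in 6 of 15. The inflammatory median ranged from -0.89 under the stricter cell filter to 0.84 from a mean CPM of 100, and the list was apart at both ends, so its direction is not settled.

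The difference between origins under AngII was read from CNC AngII against SHF AngII, which share their gene list. In SMC-like cells the median absolute log2 ratio over 2425 genes was 0.08, where counting noise alone gives 0.01, and the levels had a Pearson correlation of 0.990 across genes. Among the processing alternatives, thinning to 2000 UMIs per cell moved this median most, to 0.091, and giving the clusters of both libraries the same weights moved it further, to 0.062. The genes with the highest ratios were Acan (1.41, from 81.5 to 218 CPM), Spp1 (1.11, from 136 to 295 CPM), Aqp1 (0.91), Ccdc42 (0.90) and Tnc (0.88). Among those with the lowest were Des (-2.87, from 655 to 88.7 CPM), Itih4 (-1.67), Apoe (-1.41) and 2210407C18Rik (-1.04). Among these genes the widest 95% counting interval of a log2 ratio, taken without a pseudocount, was 0.86 to 0.97, for Ccdc42. Tnnt2, outside the rule, was at 483 CPM in SHF AngII and 55.7 CPM in CNC AngII (-3.09).

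The contractile list was lower in CNC AngII than in SHF AngII, with a median log2 ratio of -0.12 (percentile 0.04; 5 of 16 genes higher). The extracellular matrix list was higher, with a median of 0.08 (percentile 99.7; 18 of 30 genes higher). Fn1 (0.48) and Eln (0.43) were among its higher genes, and Ltbp4 (-0.55), Mfap4 (-0.52), Fbln5 (-0.50) and Thbs1 (-0.45) among its lower genes. The extracellular matrix median changed sign to -0.05 under the stricter cell filter and was no longer apart. The TGF-beta list was not apart (median 0.02, mean -0.03, percentile 71.6). Of the secondary lists, proliferation was higher (1.14, percentile 100, all 9 genes above the minimum higher). Its median was 0.06 when doublets were kept. The inflammatory list (-0.13, percentile 0.41) and the immediate early list (-0.09, percentile 0.44) were lower. The unfolded protein response (-0.00), renin-angiotensin (-0.09) and lineage transcription factor (-0.03) lists were not apart, though Tbx20 (0.85) and Meis2 (-0.62) moved in opposite directions. When the SMC-like clusters of both libraries were given the same weights, the extracellular matrix median was -0.03, the immediate early median 0.04, the contractile median -0.04 and the proliferation median 0.04, all inside the range of random lists, and Itih4 was at -0.38.

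**Figure D3:**
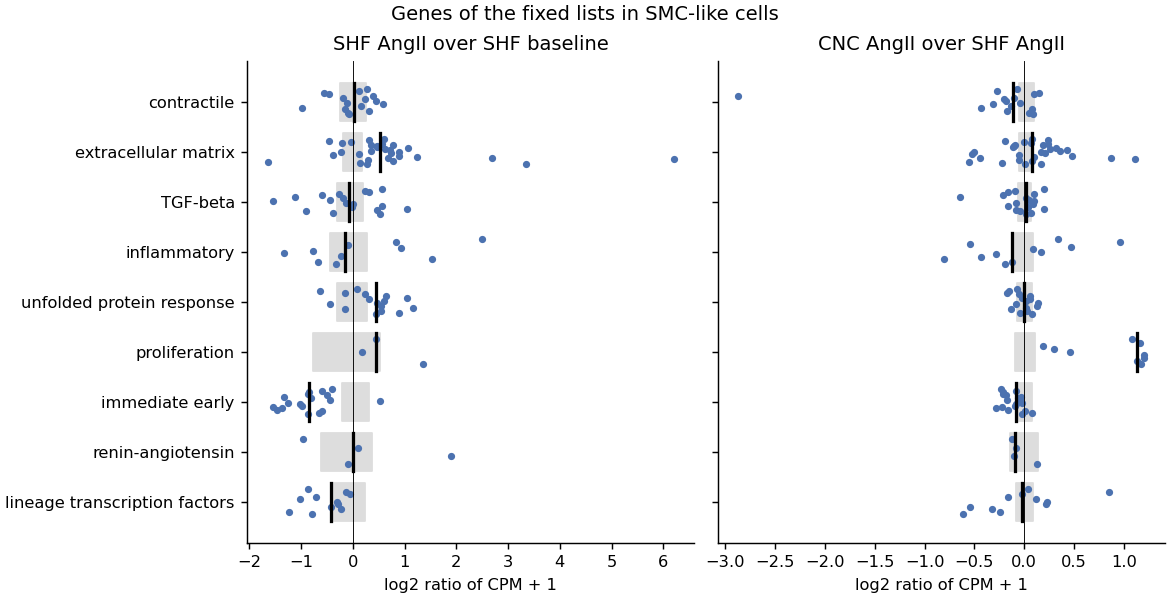
Log2 ratios of CPM + 1 in SMC-like cells for the genes of the 9 fixed lists (points, horizontal axis, a separate scale in each panel), with the list median (black line) and the range that holds 95% of medians of random lists matched on mean CPM (grey). The extracellular matrix median lies at 0.52 on the left and 0.08 on the right, and the immediate early median at -0.85 and -0.09.

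To set the AngII libraries of both origins against the same baseline, CNC AngII was also compared with SHF baseline, where origin and treatment both differ. In SMC-like cells the median absolute log2 ratio over 2485 genes was 0.34. Across genes, the ratios of CNC AngII and of SHF AngII over this baseline had a Pearson correlation of 0.962. Sharing a baseline gives a correlation without any effect, and simulated unchanged libraries at these depths gave 0.711. Against this baseline the extracellular matrix list had a median of 0.61 in CNC AngII and 0.52 in SHF AngII, and the contractile list -0.06 and 0.02.

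In fibroblast-like cells (5649 in SHF baseline, 4231 in SHF AngII and 1547 in CNC AngII), the median absolute log2 ratio was 0.42 for SHF AngII over SHF baseline over 2721 genes, with 0.02 from counting noise, and 0.07 for CNC AngII over SHF AngII over 2544 genes, with 0.02 from counting noise. The latter value was 0.13 under the looser cell filter. In SHF AngII over SHF baseline the genes at the ends of the range were Atp6v0c, Rnasek and Nme2 (5.71) on the higher side and Srp54b, Tonsl and Ptp4a1 (-5.11) on the lower side. In CNC AngII over SHF AngII they were Serpinb6b (1.64), Ptn (1.64) and Sfrp2 (1.45), and Epyc (-1.71), Tcf21 (-1.17) and Sfrp1 (-1.12). Sfrp2 and Tcf21 reversed under the stricter cell filter, to -0.07 and 0.86. The proliferation list was 2.95 higher in SHF AngII than in SHF baseline (14 of 14 genes) and the contractile list 0.92 higher (15 of 16 genes). The proliferation median ranged from 0.55 to 3.41 over 16 alternatives, with the same call in each, so its size depends on the processing. Under the stricter cell filter the contractile median was -0.09. The SMC-like share was also larger in SHF AngII than in SHF baseline. RNA of SMC-like cells in fibroblast-like droplets was not tested as a source of the contractile value in this comparison, and it remains open. The inflammatory list was also higher (0.73, percentile 100), and the TGF-beta list (-0.50, percentile 1.09), the lineage transcription factor list (-0.79, percentile 0.51) and the immediate early list (-0.98, percentile 0) were lower. The extracellular matrix (0.27), unfolded protein response (-0.03) and renin-angiotensin (-0.36) lists were not apart. Differences between the classes in these lists were not tested. In CNC AngII over SHF AngII the contractile list was higher (0.21, percentile 100), with reversals by markers (-0.07) and under the stricter cell filter (-0.10). Its highest median over 16 alternatives was 0.76. The inflammatory list (-0.28, percentile 0) and the immediate early list (-0.09, percentile 0.64) were lower, and the other 6 lists were not apart. Among the latter, the call changed for the extracellular matrix list in 7 of 16 alternatives, where it was lower, and for the TGF-beta and proliferation lists in 4 of 16 each.

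**Figure D4:**
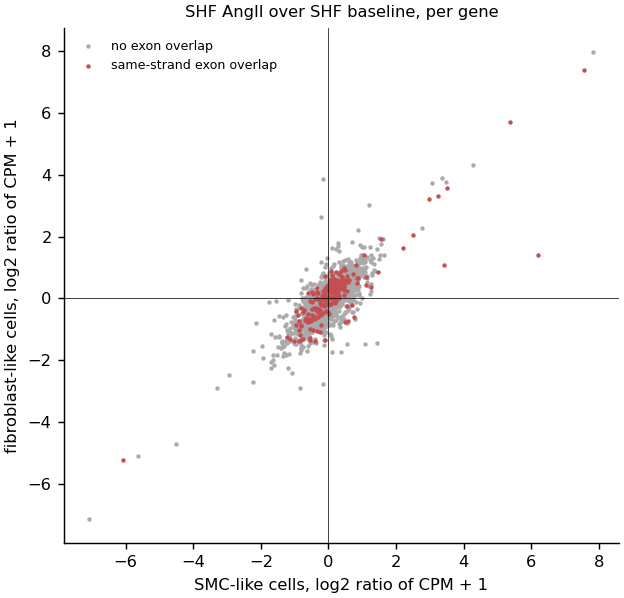
Log2 ratio of CPM + 1 of SHF AngII over SHF baseline in SMC-like cells (horizontal) and fibroblast-like cells (vertical) for 2122 genes with a mean CPM of at least 50 in both classes; red points are genes whose exons overlap another gene on the same strand in GENCODE M21. The ratios have a Pearson correlation of 0.827 across genes.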

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

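The tests of Acta2 in macrophage-like cells and of the smooth muscle markers in fibroblast-like cells were chosen after the result was seen, whereas the marker gate, the stricter cell filter and the subtraction of free RNA were fixed beforehand as alternatives and applied to these explanations afterwards. In 3 cases the share of a cell class that the comparisons did not use lay above that of the baseline library by more than counting error, and the contractile list moved in opposite directions in the 2 main classes.

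Macrophage- or monocyte-like cells were 18.4% of CNC AngII, against 0.119% of SHF baseline and 0.236% of SHF AngII. If they were doublets with SMC-like cells, Acta2 would lie near 50% of its level in SMC-like cells. It lay at 1338 CPM against 33417 CPM, or 4.0%, which argues against doublets. The lineage sort remains open as an origin, untested: cells that do not descend from the second heart field would fall outside the SHF gate. A rise with AngII in this lineage was not tested either, since the CNC baseline sample was not analysed here.

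Schwann-like cells were 0.147% of CNC AngII (15 cells) and 0 of 8370 cells in SHF baseline, where the exact 95% interval reaches 0.0441%. SHF AngII had 0 of 9324 cells. The class rests on 1 clustering: no cluster took this name with the looser or stricter cell filter, with doublets kept, with the list genes or at resolution 0.5. Mesothelial-like cells were 0.429% of SHF AngII (40 cells), against 0.143% of SHF baseline. With so few cells no explanation was tested, biological or technical.

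In CNC AngII over SHF AngII the contractile list had a median log2 ratio of -0.12 in SMC-like cells and 0.21 in fibroblast-like cells. The difference between the classes was not tested, since there is 1 library per group. A candidate explanation is RNA of SMC-like cells in droplets of fibroblast-like cells, free or from doublets, since SMC-like cells are the larger share of CNC AngII. It predicts that the smooth muscle markers rise with the list, and 5 of the 5 markers above the minimum were higher in fibroblast-like cells of CNC AngII, with a median log2 ratio of 0.64. These markers are not in the list. When cells with more than 1 marker of another type were left out, the fibroblast-like value became -0.07, though this alternative removes cells with such RNA by construction. It was -0.10 under the stricter cell filter, the lowest of 16 alternatives, and the highest was 0.76. Subtracting 5% of each library's profile left the fibroblast-like value at 0.26, so a uniform level of free RNA at that share does not remove it. A difference between origins in fibroblast-like cells thus remains untested.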

How the results depend on the processing

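Totals over common genes and genes without exon overlap were alternatives chosen after seeing the data; the others were fixed beforehand. No alternative has a replicate check, and a value counts as moved when it lay outside its counting interval. Of 59 ratios of named and list genes, each under 13 alternatives, 462 of 767 values moved, 303 did not and 2 reversed. The intervals of gene ratios have no pseudocount, whereas the ratios do. Some ratios thus lay outside their interval under the main setting already, such as Atp6v0c in SMC-like cells (7.84, interval 8.73 to 10.14). Such values can count as moved without any effect of the alternative, so 462 overstates the dependence on processing. Unless a construction is named, the cause was not tested.

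The SMC-like share of SHF baseline was 18.9% with cells taken one by one from their markers, 32.6% with the looser filter, 4.81% with the stricter filter and 30.5% with doublets kept. In CNC AngII these were 49.5%, 64.0%, 50.8% and 62.4%, and 63.9% at resolution 0.5. In SHF AngII the share was 36.4% by markers, 33.1% with the stricter filter and 52.1% with doublets kept. By named cells, SHF baseline was lowest and CNC AngII highest throughout these alternatives. Under the stricter filter 48.2% of SHF AngII and 16.5% of CNC AngII had no name, so the order of these libraries is not settled there.

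The median absolute log2 ratio in SMC-like cells, SHF AngII over SHF baseline, was 0.41 with the stricter filter, 0.36 with TMM scaling, 0.32 without mitochondrial and ribosomal protein genes in the totals, 0.30 as a mean of per-cell shares, 0.30 after thinning, 0.29 with a pseudocount of 10, 0.24 with no gene minimum and 0.32 from a mean CPM of 100. A larger pseudocount shrinks ratios by construction. For CNC AngII over SHF baseline, in the same order up to no gene minimum, it was 0.42, 0.39, 0.35, 0.32, 0.33, 0.32 and 0.26, and 0.33 by markers. For CNC AngII over SHF AngII it was 0.074 by markers, 0.091 after thinning, 0.075 with a pseudocount of 10 and 0.076 with no gene minimum. In each alternative named, the ratios against baseline stayed larger than those between AngII libraries.

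In fibroblast-like cells, SHF AngII over SHF baseline gave 0.41 with the stricter filter, 0.47 with TMM scaling, 0.43 without mitochondrial and ribosomal protein genes, 0.39 as a mean of per-cell shares, 0.41 after thinning, 0.39 with a pseudocount of 10, 0.43 with 5% free RNA subtracted, 0.32 with no gene minimum, 0.44 from a mean CPM of 100 and 0.42 without overlapping genes. CNC AngII over SHF AngII gave 0.080 by markers, 0.13 with the looser filter, 0.10 with the stricter filter, 0.12 with doublets kept, 0.12 at resolution 0.5, 0.079 with TMM scaling, 0.096 after thinning, 0.068 with a pseudocount of 10 and 0.095 with no gene minimum.

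In SMC-like cells, SHF AngII over SHF baseline, the extracellular matrix list fell to 0.13 with the stricter filter (percentile 74.6), the contractile list was -0.014 without mitochondrial and ribosomal protein genes in the totals, and the TGF-beta list was 0.12 with TMM scaling, which moves all genes. The stricter filter left 200 SMC-like cells of SHF baseline, which limits its ratios here. The inflammatory list, not apart at -0.16, reversed to 0.62 with no gene minimum (16 genes, percentile 100) and to 0.84 from a mean CPM of 100 (3 genes, percentile 98.3), apart and higher in both. For CNC AngII over SHF AngII, the extracellular matrix list changed sign to -0.049 with the stricter filter and was no longer apart (percentile 2.79). With that filter the TGF-beta list was -0.058. The TGF-beta list was -0.0023 as a mean of per-cell shares, -0.014 with no gene minimum and -0.0020 from a mean CPM of 100. The inflammatory list changed sign to 0.024 by markers and was no longer apart (percentile 68.8).

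In fibroblast-like cells, the contractile list changed sign to -0.085 for SHF AngII over SHF baseline with the stricter filter and was no longer apart (percentile 52.2). For CNC AngII over SHF AngII it reversed to -0.070 by markers and -0.10 with the stricter filter, the TGF-beta list to 0.19 from a mean CPM of 100, the unfolded protein response list to -0.12 with doublets kept and the proliferation list to -0.29 by markers. The last was 0.63 and apart with the looser filter, with doublets kept and at resolution 0.5. Sfrp2 reversed to -0.068 and Tcf21 to 0.86 with the stricter filter. That filter left 3858 fibroblast-like cells of SHF baseline, 967 of SHF AngII and 321 of CNC AngII, with 48.2% of SHF AngII and 16.5% of CNC AngII in clusters without a name. Of 475 values of the secondary lists in SMC-like cells and of all lists in fibroblast-like cells, 394 kept direction and call, 30 became apart, 6 were no longer apart, 9 reversed and 36 changed sign without being apart. Reversed values changed sign and were apart in the main setting, the alternative or both. The mean CPM of at least 100 left no or few genes of some lists, and those without a gene have no value.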

Other observations

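The tests of overlapping genes, of the correlation without them, of the immediate early list, of carry-over and of cycling cells were chosen after the result was seen, though the last of them uses alternatives fixed beforehand, and the rule of the first was changed after its value was seen, from a multiple of the overall share to random sets. The prediction of the test with equal cluster weights was written before its value, though limiting it to the whole cause was added after.

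Ratios of SHF AngII over SHF baseline moved together in SMC-like and fibroblast-like cells (r = 0.827 across 2122 genes, which are not independent replicates). A candidate explanation for the largest shifts is that the files were counted against different gene annotations. Reads over overlapping genes can be dropped or reassigned, so it predicts an excess of overlapping genes among the 50 genes with the largest shift shared by both classes. Of these, 20% had same-strand exon overlap in GENCODE M21, at percentile 97.8 of random sets matched on mean CPM, whose median was 10%. The percentile is only just past the limit set for the test. The excess came from the genes that were higher in AngII, 9 of 23, whereas 1 of the lower genes overlapped. M21 may be neither of the annotations used. The same 50 genes had a median absolute log2 ratio of 0.14 between CNC AngII and SHF AngII, which share a gene list. Without overlapping genes the correlation was still 0.817. Leaving them out does not remove every effect of annotation: Srp54b, whose copies differ between the files, has no overlap in M21. Handling, library batch and AngII acting on both classes would each give this correlation, and remaining effects of annotation could add to it. They cannot be told apart, because 1 library holds the whole baseline. Any difference in handling, batch or annotation would go with the treatment.

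The immediate early list was lower in AngII than in SHF baseline in both classes and both AngII libraries, between -1.26 and -0.85, and -0.98 in fibroblast-like cells of SHF AngII. These genes respond to tissue dissociation. Handling of the baseline library may therefore be the reason, but it cannot be told apart from an effect of AngII on all classes, since 1 library holds the whole baseline.

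Igfbp2 was found in more SMC-like cells of the AngII libraries than of SHF baseline. After thinning to 2000 UMIs, Igfbp2 had a UMI in 10.1% of SMC-like cells of SHF baseline (95% interval 8.99 to 11.3%), 47.1% of SHF AngII (45.7 to 48.5%) and 60.3% of CNC AngII (59.1 to 61.5%). Unthinned shares were 22.5%, 66.9% and 80.5%. Thinned fibroblast-like cells, as background, gave 0.275%, 3.20% and 9.05%, at median depths before thinning of 8746, 13382 and 10857 UMIs against 12495.5, 13345 and 13418.5 in SMC-like cells. Thinning left out 8, 8 and 3 SMC-like cells and 552, 142 and 67 fibroblast-like cells. Tnnt2 went the other way, at 43.8%, 33.2% and 7.87% of thinned SMC-like cells, with 69.5%, 57.9% and 22.3% unthinned and a background of 4.87%, 9.05% and 4.66%. A candidate explanation is cells of CNC AngII carried over into SHF AngII. If they were a random part of that library and supplied all Igfbp2-positive cells of thinned SHF AngII, they would bring about 1087 macrophage-like cells. Only 22 were found, 2.02% of that number, which is also far below what supplying most of these cells would bring. This argues against carry-over of a random part of CNC AngII as the main source. Carry-over of SMC-like cells alone would bring no macrophage-like cells, so this test cannot exclude it. It remains open, as do a change of state with AngII and a difference in library preparation.

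The ratios of CNC AngII over SHF AngII in SMC-like cells might come from a different mixture of the same cell states. With the 6 clusters that had at least 20 cells in both libraries given the same weights, the median absolute log2 ratio was 0.062, against 0.081 before and 0.013 from counting noise, which argues against the mixture as the whole cause. The named genes shrank to different degrees: Des went from -2.87 to -2.47, Acan from 1.41 to 1.09, Tnnt2 from -3.09 to -1.59, Spp1 from 1.11 to 0.61, Tnc from 0.88 to 0.47 and Itih4 from -1.67 to -0.38. Igfbp2 went from 0.17 to -0.10, so its higher level in CNC AngII was not seen within equally weighted clusters. For Tnnt2, Spp1, Tnc and Itih4 the mixture remains open as a large part of the ratio. The medians of 4 lists that had been apart moved inside the range of random lists: -0.04 for contractile (percentile 6.21), -0.03 for extracellular matrix (percentile 17.2, from a positive value), -0.03 for inflammatory (percentile 18.8) and 0.04 for proliferation (percentile 68.5). The immediate early list changed sign, from -0.09 (percentile 0.44) to 0.04 (percentile 97.48), near the opposite end of that range. The unfolded protein response list moved away from the middle, to -0.06 (percentile 2.56). The direction of the extracellular matrix and immediate early lists between the AngII libraries thus depends on the weights of the clusters. The clusters were made from these cells, so equal weights may also remove part of a real difference.

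The proliferation list was higher in SMC-like cells of CNC AngII, with a median log2 ratio of 1.14. A candidate explanation is how cycling cells were named. The median was 0.06 with the looser cell filter, with doublets kept and with resolution 0.5. Each left 2 list genes above the minimum. The looser filter and the kept doublets also change which cells are included, so they do not isolate naming. With cells taken from their markers, without clusters, the median was 0.38 (percentile 99.99, 5 genes), which argues against naming as the whole cause. In fibroblast-like cells the value was 0.02 by clusters and -0.29 by markers, and it rose to 0.63, apart from random lists, under the same 3 alternatives that lowered it in SMC-like cells. Naming thus remains open as a part of the difference. The size of the difference is thus not settled here.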
